A study of Saccharomyces cerevisiae with 8 samples. Its data were reported in "Disruption of the transcription factors Thi2p and Nrm1p alleviates the post-glucose effect on xylose utilization in Saccharomyces cerevisiae" (2018).

How the data were processed

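The authors extracted RNA with a Trizol kit, selected mRNA with oligo(dT) beads and sequenced the libraries on an Illumina HiSeq 2000. The aligner, the program that counted reads and the strand of counting are not given in the sources used here. The submitters' notes name genome build R64, while the gene identifiers carry the suffix of the strain CEN.PK113-7D. For each sample the deposited table gives an expected count per gene, which is an estimated number of fragments with no scaling, an FPKM value scaled by the authors by gene length and library total, and a gene length in bp. The authors' deposited comparison tables give the mean FPKM of the 2 samples of each stage, the log2 ratio of these means, and a probability score from 0 to 1 for differential expression that is not a p value. The unscaled expected counts were used here for every test, the FPKM values for alternatives, and the comparison tables for a side-by-side count.

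A gene missing from a sample's table was taken as 0 counts. Expected counts were rounded to whole numbers. The 6170 gene identifiers were compared with the R64 annotation by locus tag. Of these, 5591 had a matching tag and 5337 (95.46% of the matched) the same coding length, and the 579 without a tag held 3.036% of the counts. The lengths of 99.71% of the genes were multiples of 3. BLAST+ 2.17.0 found 116 identifiers with a near-identical copy (95% identity or more over 80% or more of the length), and 126 overlapped another gene. Values of such genes are uncertain, since reads may have been shared out between copies or strands.

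The stages were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, in 1 fit of 4 groups to the 8 samples with no covariate. Libraries were scaled by TMM (factors from 0.857 to 1.08). The function filterByExpr, with a minimum count of 10, kept 5921 genes. P values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p of 0.05 or less and a change of 2-fold or more, and the difference of the changes between the strains at an adjusted p of 0.05 or less at any fold. Calls in both strains were set against chance with Fisher's exact test, two-sided. The strains share no libraries. CPM values are scaled by TMM. A count of 0 was given an upper limit of 3 counts per library.

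Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, for the 36 lists of 37 with 5 or more tested genes, adjusted over lists within a comparison. The lists cover the altered genes, central carbon metabolism, respiration, sugar transport and alternative sugars, cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, RNA polymerases, translation factors, amino acid and sterol synthesis, thiamine, cell cycle phases, histones, stress, storage carbohydrate, fatty acid oxidation, nitrogen, iron, phosphate and zinc genes, hypoxic genes, sporulation, mating type, stationary phase, and 3 lists chosen by the study on these samples. Members were matched by gene symbol, older symbols included. The camera test was repeated with an estimated correlation, and fry was run beside it. The lists, the tests of genes and lists, the alternatives and the rule for naming genes were fixed before the data were examined, and 3 tests of explanations and an alternative, lists without genes at 0 in every library of a strain, were chosen after the result was seen.

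The rule named the altered genes, the 10 largest rises and falls called in each strain, the genes of the study's 3 lists, up to 2 risen and 2 fallen genes per other list and strain, the 8 largest differences between the strains in each direction and the 6 largest shared changes in each direction. The largest changes, except shared ones, needed a mean log2 CPM of 3 or more. Some genes of other lists were cut for length. Genes named outside the rule, because 5 or fewer of a list moved in a direction or because a count was 0, were chosen after their values were seen.

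Alternatives were DESeq2 size factors, upper-quartile scaling, library totals, no filter or a stricter one (CPM of 10 or more in at least 2 samples), the DESeq2 1.42.0 Wald test, limma on log2 FPKM with a pseudocount of 1 or 0.1, each strain fitted alone, a block for replicate number, leaving out each library in turn, other limits on fold and adjusted p, and adding together the counts of A and B paralogs of ribosomal protein genes.

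Simulated data had the counts and spread of these samples, with 66 or 67 of 5906 genes changed per fold and strain. In the samples 2825 and 2882 genes passed, so the rates hold only for few changed genes. EdgeR found 100% of 4-fold and 2-fold changes in BSGX001 and 97% and 89.6% in XH7 at an adjusted p of 0.05. It found 59.7% and 46.3% of 1.5-fold changes. With the 2-fold limit it called 62.7% and 49.3% of the 2-fold changes. It passed 0.14% and 0.228% of unchanged genes. Camera (preset correlation) called 1 of 1 raised and 0 of 20 random lists of uncorrelated genes.

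No 2 libraries held the same counts. Pearson correlations of log2 CPM between samples of a group were from 0.986 to 0.993, across genes. Some gene lines that the tables hold are withheld and are not reported here. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.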

Results

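Messenger RNA was sequenced from 2 xylose-fermenting strains of the yeast Saccharomyces cerevisiae, each sampled at 2 stages of batch fermentation. BSGX001 is a haploid strain of a laboratory lineage. It carries a xylose isomerase of rumen origin, overexpresses the xylulokinase gene XKS1, has genes of the pentose phosphate pathway inserted at the aldose reductase gene GRE3, lacks the cytochrome c oxidase subunit gene COX4, and was evolved on xylose. XH7 is a diploid strain with xylose isomerase inserted at the phosphatase gene PHO13 and at delta sequences, the same insertion at GRE3 and overexpressed XKS1, and was also evolved on xylose. In the X stage, cells were taken at 12 h of a fermentation with 20 g/L xylose as the sugar. In the GX stage, they were taken at 14 h of a fermentation that began with both sugars at 20 g/L, when the glucose had been used up. Each of the 4 combinations of strain and stage had 2 samples from duplicate fermentations, 8 samples in all. The comparison of the stages within a strain asked which genes are expressed differently when xylose is fermented after glucose, a condition in which xylose is used more slowly.

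The libraries of BSGX001 held 7675099 and 7214276 counts in the X stage and 7458549 and 7274187 in the GX stage. Those of XH7 held 5279864 and 6791859 in the X stage and 6268553 and 5431137 in the GX stage. Between 6020 and 6100 of 6170 genes were detected per library, and 5921 had enough counts to be tested. Changes are log2 ratios of GX over X ± a standard error from the edgeR test on all 8 samples. P values were adjusted over all genes tested, with n = 2 per stage. Levels are read counts scaled to library size (CPM), mean ± SD of the 2 samples. A gene was called at an adjusted p of 0.05 or less with a change of 2-fold or more, and the words rose and fell are used for any change with an adjusted p of 0.05 or less. With duplicate fermentations the p values measure the spread between these samples, and limits from counts cover counting error only. Gene lists were tested with a preset correlation between genes, and no list call held when the correlation was estimated from the samples (0 of 36 lists in each comparison, against 7 in BSGX001 and 2 in XH7 with an unadjusted p under 0.05, and 28 and 23 by the rotation test fry in limma).

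The expression of the altered genes was compared with the strain descriptions. COX4 had 0 counts in the 4 BSGX001 libraries, which allows at most 0.391 to 0.416 CPM before TMM scaling, and between 1186 and 2680 counts in the XH7 libraries, where it rose (0.62 ± 0.11, adjusted p = 0.00279). GRE3 had 145 to 492 counts per library in both strains, and PHO13 245 to 388 in XH7 and 513 to 1041 in BSGX001. The xylulokinase gene XKS1 did not pass the test in either strain (0.22 ± 0.13, adjusted p = 0.177 in BSGX001, 0.20 ± 0.13, adjusted p = 0.234 in XH7), nor did the uracil synthesis gene URA3 (−0.22 ± 0.13, adjusted p = 0.19 and −0.16 ± 0.13, adjusted p = 0.321). All 4 genes of the non-oxidative pentose phosphate pathway fell in the GX stage of both strains. The ribulose-phosphate epimerase gene RPE1 went from 3517 ± 1080.0 to 878 ± 34.3 CPM in BSGX001 (−2 ± 0.21, adjusted p = 1.33e-04) and from 8339 ± 144 to 3842 ± 621 CPM in XH7 (−1.12 ± 0.20, adjusted p = 0.00174, and −0.96 without replicate 2 of the XH7 GX stage). The isomerase gene RKI1 changed by −1.25 in BSGX001 and −0.73 in XH7, the transketolase gene TKL1 by −1.26 and −1.22, and the transaldolase gene TAL1 by −0.73 and −0.97. GRE3 fell by 1.16 ± 0.14 in XH7. In BSGX001 its change was −0.37 ± 0.13 (adjusted p = 0.0382). This did not pass without replicate 1 of the X stage (−0.26) or replicate 1 (−0.3) or 2 (−0.45) of the GX stage. PHO13 fell by 0.99 ± 0.11 in BSGX001 and 0.43 ± 0.12 in XH7, the latter not without replicate 2 of the XH7 GX stage (−0.31). Of the 9 listed genes, 6 fell and 3 did not pass (6 adjusted over the list alone) in BSGX001 (adjusted p = 0.0034, adjusted p = 0.312 with an estimated correlation) and 1 rose, 6 fell and 2 did not pass (1 and 6 adjusted over the list alone) in XH7 (adjusted p = 0.0206, adjusted p = 0.417 with an estimated correlation).

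In BSGX001, cells that had passed from glucose to xylose had more RNA of stress, fat-burning and stationary phase genes and less of genes for cell division and protein synthesis than cells grown on xylose alone. SIP18 (YMR175W, chromosome XIII 611016–611255 on build R64), which encodes a hydrophilin made under osmotic stress, went from 6.38 ± 0.371 to 199.6 ± 6.52 CPM (4.96 ± 0.14, adjusted p = 1.71e-07). The mitotic cyclin gene CLB2 (YPR119W, chromosome XVI 771653–773128) went from 50.95 ± 10.5 to 5.42 ± 0.0575 CPM (−3.23 ± 0.25, adjusted p = 3.15e-05). In total 401 genes were called higher and 120 lower, so that 77% of the called genes were higher. At any fold, 1360 rose and 1465 fell. Both GX samples lay beyond both X samples in all 521 called genes.

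The other rises among the 10 largest were in PDC6, a minor pyruvate decarboxylase gene (YGR087C, chromosome VII 651290–652981, 4.01 ± 0.18, adjusted p = 2.25e-06), the hydrophilin gene GRE1 (3.80 ± 0.14), the Hsp70 chaperone gene SSA3 (3.71 ± 0.18), the phosphate transport regulator gene SPL2 (3.51 ± 0.47) and MLS1, which encodes malate synthase of the glyoxylate cycle (3.19 ± 0.15). REE1 (3.58 ± 0.29) and the adjoining YJL218W (3.52 ± 0.26) also rose, and both had 0 counts in the 4 XH7 libraries. The uncharacterised YHR210C rose by 3.42 ± 0.13 and YOR186W by 3.31 ± 0.24. The 10 largest falls were mostly in genes of mitosis and cell separation. They comprised CLB2, its relative CLB1 (−2.80 ± 0.20), the cytokinesis gene HOF1 (YMR032W, chromosome XIII 335298–337307, −2.96 ± 0.21, adjusted p = 2.10e-05), the septum chitin synthase gene CHS2 (−2.48 ± 0.25), the transcription factor genes SWI5 (−2.43 ± 0.20) and SFG1 (−2.22 ± 0.18), the protein kinase gene ALK1 (−2.15 ± 0.18), AIM20 (−2.94 ± 0.30) and the cell wall gene SRL1 (−2.16 ± 0.26). The glutamine synthetase gene GLN1 fell (−2.09 ± 0.40, but −1.05 without replicate 1 of the X stage).

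Among carbon genes, most glycolytic genes fell while genes for other carbon sources rose. Of 16 glycolysis genes tested, 3 rose, 10 fell and 3 did not pass (3 and 10 adjusted over the list alone, list adjusted p = 0.00683, adjusted p = 0.451 with an estimated correlation). The fallen genes included the aldolase gene FBA1 (−1.36 ± 0.16), and the hexokinase gene HXK1 rose (0.79 ± 0.13). Of 11 pentose phosphate genes, 5 rose and 6 fell (5 and 6 adjusted over the list alone, list adjusted p = 0.53 by camera, no call, and 0.0376 by fry, with a median of −0.73 and a mean of 0.06). The risen members were the paralogs NQM1 (2.41), GND2 (2.09), TKL2 and SOL4, and ZWF1, while the main non-oxidative enzymes fell. In ethanol fermentation 2 rose, 2 fell and 1 did not pass (2 and 2 adjusted over the list alone) of 5 genes (adjusted p = 0.996 by camera, no call, and 0.0305 by fry, median −0.25, mean 0.61), and the main pyruvate decarboxylase gene PDC1 fell (−1.10 ± 0.18, and −0.81 without replicate 1 of the X stage). For gluconeogenesis and acetate use 8 rose, 1 fell and 1 did not pass (8 and 2 adjusted over the list alone, list adjusted p = 0.00112, adjusted p = 0.244 with an estimated correlation), with the acetyl-CoA synthetase gene ACS1 at 2.80 ± 0.14. For the glyoxylate cycle 6 rose, 1 fell and 1 did not pass (6 and 1 adjusted over the list alone, list adjusted p = 0.00869, adjusted p = 0.244 with an estimated correlation). For the TCA cycle 9 rose, 1 fell and 7 did not pass (10 and 1 adjusted over the list alone, list adjusted p = 0.00305, adjusted p = 0.519 with an estimated correlation), with the citrate synthase gene CIT3 at 2.19 ± 0.14 and the succinate dehydrogenase gene SDH1 at 0.95 ± 0.21. For the electron transport chain 13 rose and 10 did not pass (13 adjusted over the list alone, list adjusted p = 2.39e-04, adjusted p = 0.404 with an estimated correlation), including the external NADH dehydrogenase gene NDE2 (2.77 ± 0.21) and the cytochrome c gene CYC7 (1.94 ± 0.14). For ATP synthase 6 rose and 9 did not pass (1 adjusted over the list alone, list adjusted p = 0.00695, adjusted p = 0.546 with an estimated correlation and 0.0649 by fry). Of the hexose transporters 10 rose and 6 did not pass (10 adjusted over the list alone, list adjusted p = 8.20e-04, adjusted p = 0.225 with an estimated correlation). The list includes the sensor genes SNF3 and RGT2, and HXT6 and HXT7, like HXT15 and HXT16, had equal values. Of 16 genes for galactose, sucrose and maltose, 14 rose and 2 did not pass (14 adjusted over the list alone, list adjusted p = 1.19e-07, adjusted p = 0.135 with an estimated correlation), with the isomaltase genes IMA1 at 2.91 ± 0.21 and IMA5 at 2.44 ± 0.26.

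Genes for making protein fell in BSGX001. For cytosolic ribosomal proteins, all 128 genes fell (128 adjusted over the list alone), with a median of −0.81 (adjusted p = 2.88e-33, adjusted p = 0.388 with an estimated correlation). With the counts of A and B paralogs added together, 78 of 78 fell (median −0.82). Their share of all counts went from 9.43 ± 0.813% to 5.3 ± 0.255% (SD, n = 2). For ribosome biogenesis, 66 fell and 10 did not pass (70 adjusted over the list alone, list adjusted p = 2.31e-13, adjusted p = 0.406 with an estimated correlation). Among subunits of RNA polymerases I and III, 12 fell and 7 did not pass (12 adjusted over the list alone, list adjusted p = 2.40e-04, adjusted p = 0.404 with an estimated correlation). For translation factors, 19 fell and 1 did not pass (19 adjusted over the list alone, list adjusted p = 2.76e-07, adjusted p = 0.388 with an estimated correlation). For amino acid biosynthesis, 2 rose, 60 fell and 18 did not pass (2 and 61 adjusted over the list alone, list adjusted p = 2.36e-09, adjusted p = 0.404 with an estimated correlation), and their share of counts went from 5.64 ± 0.87% to 3.55 ± 0.0707%. The 2 risen genes were GDH3, a glutamate dehydrogenase paralog (2.45 ± 0.13), and BAT2, an aminotransferase that also breaks down branched-chain amino acids (1.45 ± 0.16). Mitochondrial ribosomal protein genes moved least of these lists, as 2 rose, 17 fell and 48 did not pass (1 and 10 adjusted over the list alone, list adjusted p = 0.0194, adjusted p = 0.691 with an estimated correlation and 0.2 by fry, median −0.11), and that call was lost without replicate 1 of the X stage (median −0.03, adjusted p = 0.313), while without replicate 2 the median was −0.2.

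Cell cycle genes also fell in BSGX001. Of 18 genes expressed from G2 into mitosis, 14 fell and 4 did not pass (15 adjusted over the list alone, list adjusted p = 4.79e-07, adjusted p = 0.398 with an estimated correlation). Histone genes fell too, as 9 fell and 1 did not pass (9 adjusted over the list alone, list adjusted p = 5.77e-05, adjusted p = 0.398 with an estimated correlation). Of 28 G1/S genes, 11 fell and 17 did not pass (10 adjusted over the list alone, list adjusted p = 0.00695, adjusted p = 0.547 with an estimated correlation and 0.0921 by fry), a call lost without replicate 1 of the X stage (median −0.22, adjusted p = 0.0625). Of 14 M/G1 genes, 2 rose, 8 fell and 4 did not pass (2 and 8 adjusted over the list alone, list adjusted p = 0.0429, adjusted p = 0.547 with an estimated correlation and 0.0521 by fry). That call was lost without replicate 1 (median −0.37, adjusted p = 0.055) or 2 (−0.4, 0.0613) of the X stage, and under upper-quartile scaling (0.0727). In sterol biosynthesis 1 rose, 15 fell and 7 did not pass (1 and 17 adjusted over the list alone, list adjusted p = 8.61e-04, adjusted p = 0.404 with an estimated correlation). The only risen gene among the 23 was HMG2, one of the reductases at the head of the pathway (0.47).

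Stress and storage genes rose in BSGX001. In the stress response list 23 rose and 5 did not pass (23 adjusted over the list alone, list adjusted p = 5.99e-09, adjusted p = 0.398 with an estimated correlation), with a median of 1.24. The small heat shock gene HSP26 went from 1631 ± 1010.0 to 7220.0 ± 35.5 CPM (2.15 ± 0.45, adjusted p = 0.00392) and HSP30 rose by 2.33 ± 0.37. For glycogen and trehalose, 12 rose, 1 fell and 5 did not pass (12 and 1 adjusted over the list alone, list adjusted p = 8.88e-05, adjusted p = 0.404 with an estimated correlation). For fatty acid oxidation 14 rose and 2 did not pass (15 adjusted over the list alone, list adjusted p = 4.41e-08, adjusted p = 0.388 with an estimated correlation), and the median was 1.93. The carnitine carrier gene CRC1 rose by 3.01 ± 0.18 and the thiolase gene POT1 by 2.85 ± 0.18. Stationary phase genes also rose, as 11 rose and 3 did not pass (11 adjusted over the list alone, list adjusted p = 7.68e-06, adjusted p = 0.135 with an estimated correlation), with SPG1 at 3.14 ± 0.12. Of 33 genes of sporulation and meiosis, 16 rose, 2 fell and 15 did not pass (16 and 2 adjusted over the list alone, list adjusted p = 3.44e-04, adjusted p = 0.236 with an estimated correlation), with SPS100, a spore wall gene, at 2.29 ± 0.24 and SPO19 at −2.31 ± 0.46.

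Nutrient lists mostly rose in BSGX001. Of 16 thiamine genes 10 rose, 1 fell and 5 did not pass (11 and 1 adjusted over the list alone, list adjusted p = 0.0194, adjusted p = 0.508 with an estimated correlation and 0.0541 by fry), the fallen one being the thiamine pyrophosphokinase gene THI80 (−0.82 ± 0.13). For the phosphate regulon 8 rose and 6 did not pass (8 adjusted over the list alone, list adjusted p = 0.0011, adjusted p = 0.404 with an estimated correlation), with the phosphate transporter gene PHO89 at 3.13 ± 0.43. For nitrogen catabolite repression 11 rose, 3 fell and 8 did not pass (14 and 3 adjusted over the list alone, list adjusted p = 0.0135, adjusted p = 0.244 with an estimated correlation), with the proline oxidase gene PUT1 at 1.67 ± 0.21. In the zinc regulon 6 rose and 3 did not pass (6 adjusted over the list alone, list adjusted p = 0.00759, adjusted p = 0.475 with an estimated correlation and 0.0585 by fry), with the regulator gene ZAP1 at 1.65 ± 0.28, and the median of 1.20 was 0.76 without replicate 1 of the X stage. Of 20 iron regulon genes 6 rose and 14 did not pass (6 adjusted over the list alone, list adjusted p = 0.0246, adjusted p = 0.621 with an estimated correlation and 0.237 by fry). That median was 0.48, and the call was lost without replicate 1 of the X stage (0.14, adjusted p = 0.257) or of the GX stage (0.38, 0.0747), while the median without replicate 2 of the X stage was 1.08. The hypoxic list made no call, as 5 rose, 4 fell and 9 did not pass (5 and 4 adjusted over the list alone, list adjusted p = 0.505 by camera and 0.0305 by fry, median 0.11, or 0 under upper-quartile scaling). Nor did the list of haploid and mating type genes, in which 3 rose, 6 fell and 10 did not pass (3 and 6 adjusted over the list alone, list adjusted p = 0.986, median 0.06, or −0.05 under upper-quartile scaling).

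The balance of higher against lower genes in BSGX001 depended on the scaling and on the X stage libraries. Upper-quartile scaling moved the median of all genes by −0.11 and called 326 genes higher and 215 lower (60.3% higher). Without replicate 1 of the X stage 73 genes were called lower, and without replicate 2, 212.

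**Figure D1:**
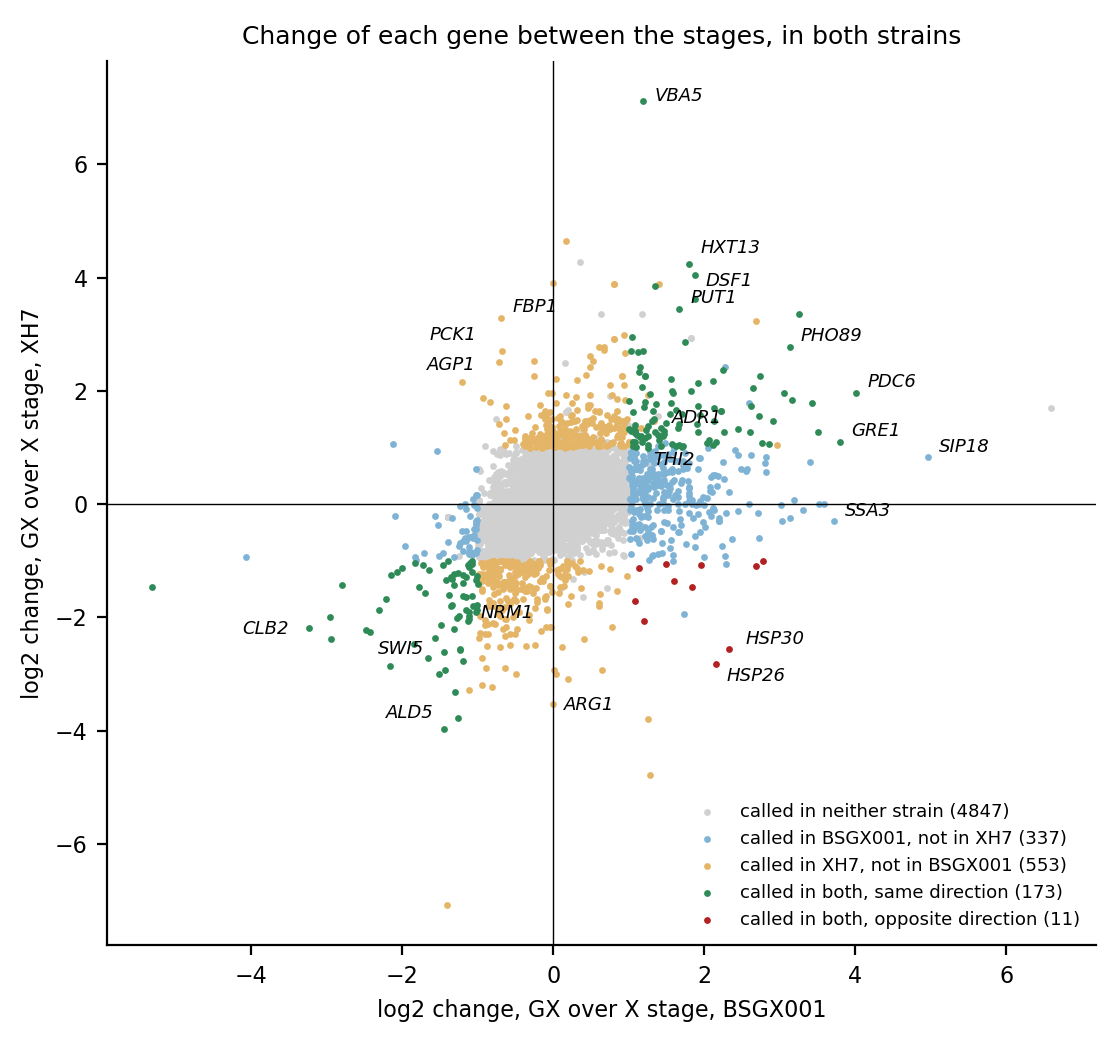
Each point is 1 of 5921 genes, with the log2 change between the stages in BSGX001 on the horizontal axis and in XH7 on the vertical axis, coloured by the strains in which it was called. The plot shows 173 genes called in the same direction in both strains and 11, including HSP26 and HSP30, called higher in BSGX001 and lower in XH7, and library totals as the scaling raise XH7 changes by 0.2.

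In XH7, cells that had passed from glucose to xylose had less RNA of genes for making amino acids and ribosomes than cells grown on xylose alone, and more of genes for electron transport and mitochondrial translation. VBA5 (YKR105C, chromosome XI 658716–660464 on build R64), which encodes a membrane protein of amino acid uptake, went from 1.63 ± 1.10 to 239.8 ± 12.2 CPM (7.12 ± 0.21, adjusted p = 3.08e-07). The mitochondrial aldehyde dehydrogenase gene ALD5 (YER073W, chromosome V 304030–305592) went from 462 ± 48.5 to 33.6 ± 7.62 CPM (−3.78 ± 0.21, adjusted p = 5.18e-06). In total 389 genes were called higher and 348 lower, so that 52.8% of the called genes were higher. At any fold, 1578 rose and 1304 fell. Both GX samples lay beyond both X samples in all 737 called genes.

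The other large rises were in HXT13, of the hexose transporter family (YEL069C, chromosome V 21537–23231, 4.24 ± 0.25, adjusted p = 8.10e-06), the mannitol dehydrogenase gene DSF1 (4.04 ± 0.20) and the sorbitol dehydrogenase genes SOR1 and SOR2 (3.88 ± 0.16 each). These rises cannot be placed on 1 copy each, since HXT13 and DSF1 have the near-identical copies YNR072W and YNR073C, and SOR1 and SOR2 are near-identical to each other. PUT1 (3.45 ± 0.24), the gluconeogenic gene FBP1 (3.29 ± 0.19), the branched-chain amino acid permease gene BAP3 (2.98 ± 0.50), ULI1 (3.86 ± 0.19) and the uncharacterised YPR078C (3.62 ± 0.25) completed the 10. Among the largest falls, most genes belonged to amino acid synthesis. They included the arginine genes ARG1 (YOL058W, chromosome XV 219211–220473, −3.53 ± 0.22, adjusted p = 8.78e-06) and ARG8 (−3 ± 0.14), the leucine genes LEU9 (−3.32 ± 0.25) and LEU2 (−2.99 ± 0.13) and the branched-chain aminotransferase gene BAT1 (−3.20 ± 0.15). The meiosis regulator gene IME1 fell by 3.79 ± 0.62, with X stage samples at 68.2 ± 56.8 CPM. YPR145C-A fell by 4.78 ± 0.66 with an X stage level of 55.3 ± 41.8 CPM. YDR133C, which has no matching R64 tag and is uncertain, fell by 3.23 ± 0.21.

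Among carbon genes of XH7, glycolysis and the pentose phosphate pathway fell, and electron transport and ATP synthase genes rose. Of 16 glycolysis genes 1 rose, 10 fell and 5 did not pass (1 and 11 adjusted over the list alone, list adjusted p = 9.88e-04, adjusted p = 0.455 with an estimated correlation), with FBA1 at −1.29 ± 0.16 and the pyruvate kinase gene PYK2 as the risen one (0.52). In the pentose phosphate pathway 1 rose, 7 fell and 3 did not pass (1 and 7 adjusted over the list alone, list adjusted p = 0.00454, adjusted p = 0.455 with an estimated correlation), with SOL3, of the oxidative branch, at −1.41 ± 0.12. The risen one was NQM1 (0.96 ± 0.15), a paralog of TAL1. The fallen ones included the overexpressed genes RKI1, RPE1, TKL1 and TAL1, whose counts do not separate inserted from native copies. In ethanol fermentation 1 rose, 1 fell and 3 did not pass (1 and 1 adjusted over the list alone, list adjusted p = 0.656, no call, median −0.20, mean 0.02), with PDC6 at 1.97 ± 0.19, ADH5 at −1.70 ± 0.21 and a median of 0 under library totals. For gluconeogenesis and acetate use 7 rose, 1 fell and 2 did not pass (8 and 1 adjusted over the list alone, list adjusted p = 0.0118, adjusted p = 0.417 with an estimated correlation). There the mitochondrial aldehyde dehydrogenase gene ALD4 fell by 2.93 ± 0.24. The glyoxylate cycle made no call by camera, as 5 rose, 1 fell and 2 did not pass (5 and 1 adjusted over the list alone, list adjusted p = 0.173, fry adjusted p = 0.00274), with the isocitrate dehydrogenase gene IDP2 at 1.96 ± 0.19. Nor did the TCA cycle, in which 1 rose, 4 fell and 12 did not pass (1 and 4 adjusted over the list alone, list adjusted p = 0.234). Its median was −0.13, and 0.07 with 2 risen and 3 fallen under library totals. Without replicate 1 of the GX stage the list was called lower (−0.3). For the electron transport chain 17 rose, 1 fell and 5 did not pass (19 and 1 adjusted over the list alone, list adjusted p = 2.43e-05, adjusted p = 0.455 with an estimated correlation), NDE2 being the fallen one (−1.01 ± 0.21, and −0.59 without replicate 2 of the X stage). For ATP synthase 12 rose and 3 did not pass (12 adjusted over the list alone, list adjusted p = 0.00139, adjusted p = 0.537 with an estimated correlation), and its median of 0.52 was 0.34 without replicate 1 of the GX stage. Of hexose transporters 10 rose, 1 fell and 5 did not pass (10 and 1 adjusted over the list alone, list adjusted p = 0.0148, adjusted p = 0.417 with an estimated correlation), a call lost in filtered FPKM fits (0.0529), and the 0.53 median was 0.84 without replicate 1 of the X stage. HXT14 rose by 4.64 ± 0.81, or 7.27 without replicate 2 of the X stage. Alternative sugar genes made no call by camera, as 5 rose and 11 did not pass (5 adjusted over the list alone, list adjusted p = 0.136, fry adjusted p = 0.00871). Without replicate 2 of the GX stage they were called higher (median 0.39). MAL11 and MAL13 had 0 counts in the 4 XH7 libraries.

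Cytosolic ribosomal protein genes fell in XH7, as 123 fell and 5 did not pass (123 adjusted over the list alone) with a median of −0.86 (adjusted p = 1.82e-31, adjusted p = 0.417 with an estimated correlation). With A and B paralogs added, 75 of 78 fell (median −0.86). Their share of counts went from 14.4 ± 0.354% to 9.02 ± 0.106% (SD, n = 2). Mitochondrial ribosomal protein genes rose, as 65 rose and 2 did not pass (66 adjusted over the list alone) with a median of 0.90 (adjusted p = 8.82e-20, adjusted p = 0.417 with an estimated correlation). In amino acid biosynthesis 3 rose, 73 fell and 4 did not pass (3 and 73 adjusted over the list alone) with a median of −1.73 (adjusted p = 3.43e-25, adjusted p = 0.417 with an estimated correlation), and the share of counts went from 7.1 ± 0.552% to 2.72 ± 0.156%. The 3 risen genes were GDH3 (1.33 ± 0.13), BAT2 (0.86 ± 0.16) and TRP1, of tryptophan synthesis (0.83). For ribosome biogenesis 4 rose, 24 fell and 48 did not pass (3 and 19 adjusted over the list alone, list adjusted p = 0.00112, adjusted p = 0.742 with an estimated correlation and 0.251 by fry). That list had 9 risen and 9 fallen under library totals, and the call was lost without replicate 1 of the GX stage (median −0.07, adjusted p = 0.279), while without replicate 2 the median was −0.47 against −0.26. RNA polymerases I and III made no call, as 4 rose, 6 fell and 9 did not pass (4 and 6 adjusted over the list alone, list adjusted p = 0.233, median −0.17, or 0.03 under library totals). Translation factors made none either, as 1 rose, 5 fell and 14 did not pass (0 and 5 adjusted over the list alone, list adjusted p = 0.117, median −0.14, or 0.06 under library totals). Without replicate 2 of the GX stage both lists were called lower (−0.23, adjusted p = 0.0405 and −0.25, adjusted p = 0.0361).

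Cell cycle genes fell in XH7. Of 18 genes expressed from G2 into mitosis 13 fell and 5 did not pass (14 adjusted over the list alone, list adjusted p = 2.15e-05, adjusted p = 0.455 with an estimated correlation). In the G1/S list 2 rose, 17 fell and 9 did not pass (2 and 19 adjusted over the list alone, list adjusted p = 2.52e-04, adjusted p = 0.527 with an estimated correlation), with the cyclin gene PCL1 at −2.20 ± 0.19 and the repressor gene YOX1 at −2 ± 0.25. The S phase cyclin gene CLB5 rose (0.93 ± 0.17). For the M/G1 list 1 rose, 9 fell and 4 did not pass (1 and 9 adjusted over the list alone, list adjusted p = 0.00454, adjusted p = 0.527 with an estimated correlation). Histones made no call, as 1 rose, 3 fell and 6 did not pass (1 and 3 adjusted over the list alone, list adjusted p = 0.233, median −0.10, or 0.09 under library totals), with HTB2 at −2.72 ± 0.23 and HTA1 at 0.84 ± 0.11. In sterol biosynthesis 3 rose, 11 fell and 9 did not pass (3 and 12 adjusted over the list alone, list adjusted p = 0.0231, adjusted p = 0.607 with an estimated correlation), and that call was lost without replicate 1 of the GX stage (adjusted p = 0.284). For the hypoxic list 3 rose, 9 fell and 6 did not pass (3 and 9 adjusted over the list alone, list adjusted p = 0.0312, adjusted p = 0.417 with an estimated correlation), with the adenine nucleotide carrier gene AAC3 at −2.61 ± 0.25 and the cell wall gene TIR3 at −1.83 ± 0.27. That call was lost without replicate 1 of the X stage (0.0583) or replicate 2 of the GX stage (0.0764) and under upper-quartile scaling (0.0524).

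Lists of stress, storage and fat-burning genes made no call in XH7. In the stress response list 4 rose, 10 fell and 14 did not pass (5 and 10 adjusted over the list alone, list adjusted p = 0.0647, median −0.32). Under library totals 7 rose and 7 fell and the list was called lower (median −0.12, adjusted p = 0.0181), as it was without replicate 1 of the GX stage (−0.59, 0.00886) or replicate 2 of the BSGX001 X stage (0.0429) and with the replicate as a block (0.0379). HSP26 fell by 2.82 ± 0.54 and HSP30 fell by 2.56 ± 0.46. For glycogen and trehalose 2 rose, 8 fell and 8 did not pass (2 and 9 adjusted over the list alone, list adjusted p = 0.106, median −0.41), and this list was called lower under library totals (−0.21, adjusted p = 0.0433) and without replicate 1 of the GX stage (−0.63, 0.00935). For fatty acid oxidation 2 rose, 5 fell and 9 did not pass (2 and 5 adjusted over the list alone, list adjusted p = 0.334, median −0.19, or 0.02 under library totals, and called lower without replicate 1 of the X stage at −0.47, adjusted p = 0.032). Stationary phase genes rose, as 10 rose and 4 did not pass (10 adjusted over the list alone, list adjusted p = 0.00454, adjusted p = 0.417 with an estimated correlation), among them GRE1 (1.10 ± 0.23, and 0.98 without replicate 1 of the GX stage).

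Of the nutrient lists, thiamine genes were called in XH7, as 10 rose and 6 did not pass (10 adjusted over the list alone, list adjusted p = 0.00153, adjusted p = 0.455 with an estimated correlation), with the near-identical vitamin genes SNZ2 and SNZ3 at 2.26 ± 0.25 each. For nitrogen catabolite repression 8 rose, 1 fell and 13 did not pass (8 and 1 adjusted over the list alone, list adjusted p = 0.0907, no call by camera, fry adjusted p = 0.00136), with the amino acid permease gene AGP1 at 2.51 ± 0.16 and the ammonium permease gene MEP2 at −2.04 ± 0.30. That list was called higher by camera without replicate 1 of the X stage (median 0.44, adjusted p = 0.0477) or replicate 2 of the GX stage (0.36, 0.0372), and with DESeq2 (0.00732). Iron regulon genes made no call, as 6 rose and 14 did not pass (6 adjusted over the list alone, list adjusted p = 0.137), with the reductase gene FRE4 at 2.26 ± 0.29, and were called higher without replicate 1 (adjusted p = 0.0342) or 2 (0.0393) of the BSGX001 X stage and with XH7 fitted alone (0.0196), as were zinc genes (0.0474). In the zinc regulon 2 rose and 7 did not pass (2 adjusted over the list alone, list adjusted p = 0.152, no call), with ZRT1 at 1.71 ± 0.30. In the phosphate regulon 4 rose, 4 fell and 6 did not pass (4 and 4 adjusted over the list alone, list adjusted p = 0.658, no call, with a median of 0.07, a mean of 0.32 and a test pointing lower). Its median was −0.01 under upper-quartile scaling. Of the genes of sporulation and meiosis 12 rose, 5 fell and 16 did not pass (13 and 5 adjusted over the list alone, list adjusted p = 0.177, no call by camera, fry adjusted p = 0.01), with the septin gene SPR28 at 2.69 ± 0.35. In the list of haploid and mating type genes 4 rose, 1 fell and 14 did not pass (3 and 1 adjusted over the list alone, list adjusted p = 0.536, no call, median 0.07, or 0 under upper-quartile scaling), and MFA1 and MFA2 had 0 counts in the 4 XH7 libraries.

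The balance of higher against lower genes in XH7 depended on the scaling. Scaling by library totals moved the median of all genes by 0.2 and called 613 genes higher and 234 lower (72.4% higher), and upper-quartile scaling called 305 higher and 414 lower (42.4%). The authors' deposited table, at the thresholds of the study, holds 351 genes higher and 90 lower in BSGX001 (79.6% higher, median 0 over all genes) and 500 higher and 194 lower in XH7 (72%, median 0.25).

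**Figure D2:**
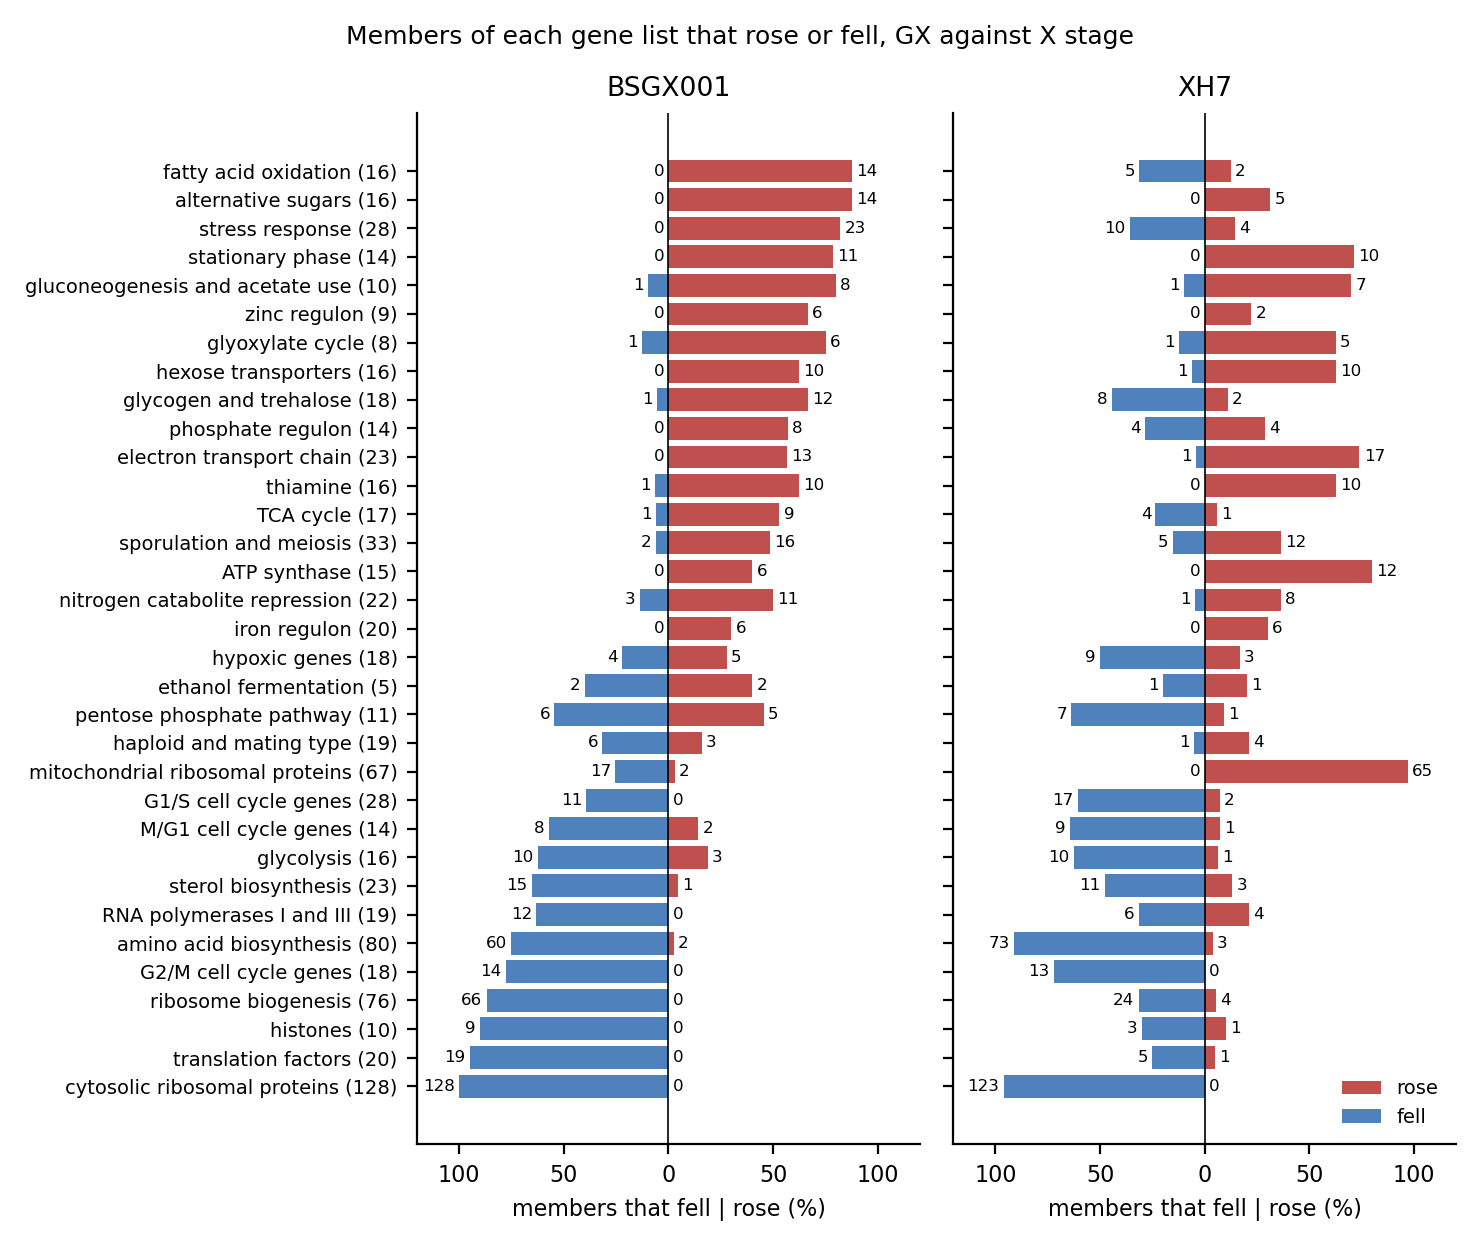
Bars give the percent of tested members of each list that rose (red, right) or fell (blue, left) at an adjusted p of 0.05 in the GX stage against the X stage of each strain (n = 2 samples per stage), with the number of genes at each bar and the number tested in brackets. Mitochondrial ribosomal proteins had 65 risen genes in XH7 and 2 in BSGX001, and stress response genes had 23 risen in BSGX001 and 4 risen and 10 fallen in XH7 (7 and 7 under library totals).

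A further question was which genes changed alike in both strains, since the study sought shared regulators there. Genes called higher in both strains numbered 104, against 26.3 by chance (Fisher's exact test, two-sided, p = 3.82e-38). Genes called lower in both numbered 69, against 7.05 by chance (Fisher's exact test, two-sided, p = 2.73e-55), and 44 without replicate 1 of the BSGX001 X stage. Across all 5921 genes the changes in the strains had a Spearman correlation of 0.46, and 66% had the same sign, though genes are not independent replicates. The shared falls with the largest changes were in CLB2 (−3.23 ± 0.25 in BSGX001, −2.19 ± 0.24 in XH7), HOF1 (−2 in XH7), AIM20 (−2.38), SRL1 (−2.86), SWI5 (−2.25) and CHS2 (−2.22), most of them genes of mitosis and cell separation. The shared rises with the largest changes included PHO89 (3.13 ± 0.43 and 2.78 ± 0.43, the latter 1.76 without replicate 2 of the XH7 GX stage), the acetate transporter gene ADY2 (2.73 ± 0.30 and 2.27 ± 0.36) and HEF3, which encodes an alternative translation elongation factor (2.65 ± 0.14 and 2.06 ± 0.15). HXT10 rose by 2.25 ± 0.37 and 2.37 ± 0.75. Its XH7 call was lost without each of the 4 XH7 libraries. The protein kinase gene RCK1 rose by 2.12 ± 0.62 and 2.17 ± 0.44, but not in BSGX001 without replicate 1 of the X stage (adjusted p = 0.0926) or replicate 2 of the GX stage (0.111). The low-count gene YBR200W-A rose by 3.25 ± 1.08 and 3.35 ± 0.71. Its BSGX001 call was lost without each of the 4 BSGX001 libraries (adjusted p from 0.0585 to 0.127, with a value of 5.35 without replicate 1 of the X stage), and its XH7 value was 7.41 without replicate 2 of the X stage.

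The study chose 11 transcription factor genes on these samples, so their values are not independent evidence. In BSGX001 7 rose and 4 fell (7 and 4 adjusted over the list alone), and in XH7 7 rose and 4 fell (7 and 4 adjusted over the list alone, list adjusted p = 0.114 and adjusted p = 0.306, no call by camera, fry adjusted p = 0.00225 and 0.00324). In BSGX001 camera called it higher under upper-quartile scaling (adjusted p = 0.037) and with DESeq2 (0.0485). THI2 (YBR240C, chromosome II 700490–701842 on build R64), which activates thiamine genes, went from 17.01 ± 7.09 to 38.1 ± 3.52 CPM in BSGX001 (1.17 ± 0.25, adjusted p = 0.00448) and from 31.4 ± 1.15 to 66.5 ± 14.8 CPM in XH7 (1.09 ± 0.24, adjusted p = 0.00474). Its change was 0.81 without replicate 1 of the BSGX001 X stage and 0.84 without replicate 1 of the XH7 GX stage. NRM1 (YNR009W, chromosome XIV 642690–643439), a co-repressor of G1/S genes, went from 22.3 ± 3.21 to 10.3 ± 1.38 CPM in BSGX001 (−1.11 ± 0.21, adjusted p = 0.00226) and from 16.9 ± 4.19 to 4.40 ± 0.750 CPM in XH7 (−1.91 ± 0.27, adjusted p = 3.97e-04). In BSGX001 its change was −0.94 without replicate 1 of the X stage and −0.98 without replicate 2 of the GX stage. YHP1, a repressor of M/G1 genes, fell in both strains (−1.34 ± 0.19 and −1.32 ± 0.23, with −0.96 in XH7 without replicate 2 of the GX stage). SFG1 changed by −1.68 ± 0.18 and SWI5 by −2.25 ± 0.23 in XH7.

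The other 6 of the 11 rose in both strains. They were ADR1, an activator of genes repressed by glucose (1.43 ± 0.13 and 1.34 ± 0.14), ACA1 (2.13 ± 0.18 and 1.70 ± 0.17), RAD16, of DNA repair (1.07 ± 0.09 and 1.32 ± 0.09), YPR196W, a putative maltose activator (1.33 ± 0.16 and 1.51 ± 0.16), NRG1, a repressor of glucose-repressed genes (1.03 ± 0.17 and 0.92 ± 0.19, with 0.86 in BSGX001 without replicate 1 of the X stage), and ZNF1, of respiratory growth (1.52 ± 0.12 and 0.82 ± 0.11). The 3 glycolysis genes the study chose fell in both strains (3 in each adjusted over the list alone, not independent evidence). FBA1 changed by −1.36 ± 0.16 and −1.29 ± 0.16, TDH2, which is near-identical to TDH3, by −2.07 ± 0.18 and −1.20 ± 0.18, and GPM1 by −1.02 ± 0.14 and −0.86 ± 0.14. The BSGX001 change of GPM1 was −0.92 without replicate 2 of the X stage and −0.95 without replicate 1 of the GX stage. The 11 ribosomal protein genes the study chose all fell in both strains, also adjusted over the list alone (11 in each), with medians of −1.20 in BSGX001 (adjusted p = 2.76e-07, adjusted p = 0.388 with an estimated correlation) and −1.56 in XH7 (adjusted p = 6.57e-08, adjusted p = 0.417 with an estimated correlation). They are not independent evidence either. RPS9A changed by −1.70 and −1.56, RPS9B by −1.16 and −1.63, RPL22A by −1.36 and −1.79, RPL22B by −1.42 and −1.33, RPS22A by −1.19 and −1.62, RPS26B by −1.20 and −1.25 and RPL9A by −1.31 and −2.21. RPL8A (−1.32, −1.23) and RPL8B (−0.92, −1.26) are near-identical to each other, as are RPL7A (−1.03, −1.33) and RPL7B (−1.06, −1.80), which changed in BSGX001 by −0.86 and −0.81 without replicate 1 of the X stage. With A and B paralogs added, 7 of 7 fell in each strain (medians −1.08 and −1.52).

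**Figure D3:**
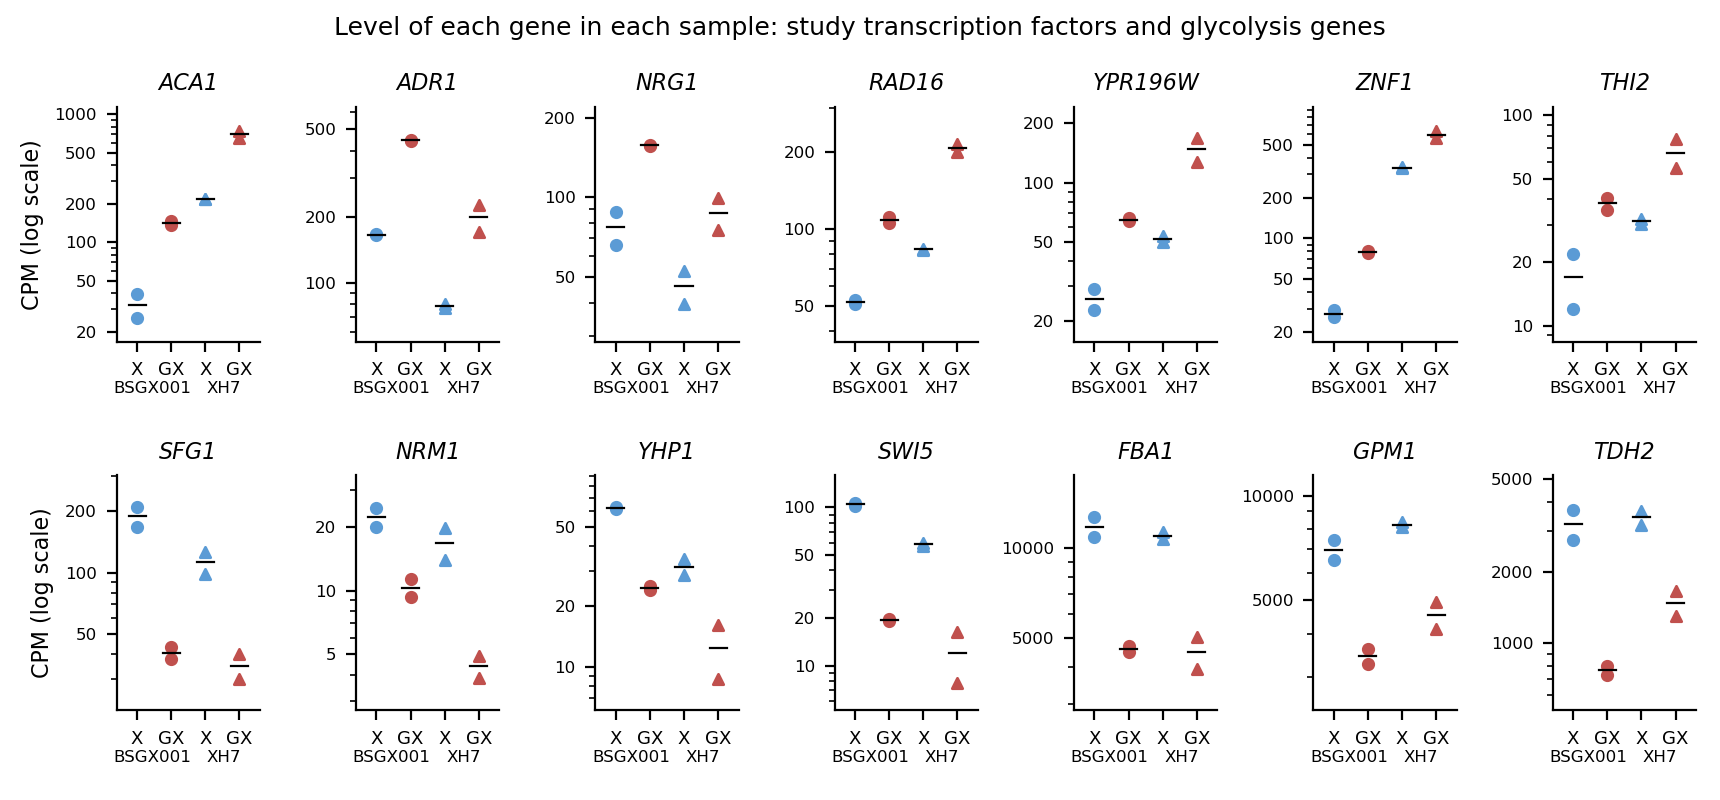
Level in each sample, in CPM on a log axis, of the 11 transcription factor genes and 3 glycolysis genes chosen by the study, with circles for BSGX001, triangles for XH7, blue for the X stage, red for the GX stage and a bar at the mean of 2 samples. In each of the 14 genes both GX samples lie beyond both X samples of the same strain.

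The last comparison asked whether the change between the stages differed between the strains, by testing the difference of the changes (XH7 minus BSGX001). Stress, storage and fat-burning genes had the lower change in XH7, and genes for mitochondrial ribosomal proteins had the higher one. VBA5 differed by 5.93 ± 0.28, adjusted p = 2.12e-05, and HSP26 by −4.97 ± 0.70, adjusted p = 0.00126. The difference passed the test in 1750 genes, higher in XH7 for 912 and lower for 838. Scaling by library totals shifted the median difference of all genes by 0.18 and gave 1617 and 593, and DESeq2 size factors gave 793 and 964 (45.1% higher). The 912 became 486 and 503 without replicate 1 or 2 of the BSGX001 GX stage and 519 and 497 without replicate 1 or 2 of the XH7 X stage. The 838 became 490 and 489 without replicate 1 or 2 of the BSGX001 GX stage.

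The 8 largest differences toward XH7 were in VBA5, FBP1 (3.98 ± 0.27), the phosphoenolpyruvate carboxykinase gene PCK1 (3.38 ± 0.39), AGP1 (3.24 ± 0.21), SOR1 and SOR2 (3.07 ± 0.22 each), the uridine permease gene FUI1 (2.78 ± 0.23) and YCL021W-A (2.65 ± 0.46). The 8 largest toward BSGX001 were in YPR145C-A (−6.07 ± 0.94), IME1 (−5.05 ± 0.87), HSP26, HSP30 (−4.89 ± 0.58), SIP18 (−4.13 ± 0.41), SSA3 (−4.01 ± 0.26), NRS1 (−3.80 ± 0.32) and NDE2 (−3.78 ± 0.30). PCK1 rose in XH7 (2.70 ± 0.29) and did not pass in BSGX001 (−0.68 ± 0.27, adjusted p = 0.0635, or −0.23 without replicate 1 of the X stage). SIP18 did not pass in XH7 (0.83 ± 0.31, adjusted p = 0.0504, or 0.4 without replicate 1 of the GX stage), nor did SSA3 (−0.30 ± 0.19, adjusted p = 0.212). Genes called higher in BSGX001 and lower in XH7 numbered 11, against 23.6 by chance (Fisher's exact test, two-sided, p = 0.00399). They were HSP26, HSP30, BTN2, GAD1, SSU1, NDE2, NRS1, YRO2, DCS2, HAB1 and YMR084W, of which all but HSP26, HSP30, NDE2 and NRS1 were named after their values were seen. The count was 17 without replicate 2 of the BSGX001 X stage and 22 without replicate 1 of the XH7 GX stage, and 6 under library totals and 7 by limma on FPKM. In XH7, NDE2 changed by −0.59 without replicate 2 of the X stage, and NRS1 by −0.99 (adjusted p = 0.0547). The reverse, lower in BSGX001 and higher in XH7, was called by edgeR in 0 genes, against 7.88 by chance (Fisher's exact test, two-sided, p = 0.000533). There were also 0 at an unadjusted p under 0.05 with the same fold limit and 0 by the DESeq2 Wald test, 2 by limma on FPKM and 1 under library totals. By edgeR there were 2 without replicate 2 of the BSGX001 X stage and 1 each without replicate 2 of the BSGX001 GX, XH7 X or XH7 GX stage.

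As lists, fatty acid oxidation genes differed throughout, as all 16 changed lower in XH7 (16 adjusted over the list alone), with a median difference of −1.82 (adjusted p = 7.69e-11, adjusted p = 0.627 with an estimated correlation). CRC1 differed by −3.03 ± 0.24. In the stress response list 20 changed lower in XH7 and 8 did not pass (22 adjusted over the list alone), with a median of −1.57 (adjusted p = 2.24e-11, adjusted p = 0.627 with an estimated correlation), and for glycogen and trehalose 14 changed lower in XH7 and 4 did not pass (15 adjusted over the list alone), with a median of −1.27 (adjusted p = 4.74e-07, adjusted p = 0.627 with an estimated correlation). Of mitochondrial ribosomal protein genes 64 changed higher in XH7 and 3 did not pass (65 adjusted over the list alone), with a median of 1.13 (adjusted p = 4.43e-24, adjusted p = 0.627 with an estimated correlation). For amino acid biosynthesis 3 changed higher and 52 lower in XH7 and 25 did not pass (3 and 58 adjusted over the list alone), with a median of −0.90 (adjusted p = 3.73e-16, adjusted p = 0.627 with an estimated correlation). ARG1 differed by −3.52 ± 0.28 and ARG8 by −3.04 ± 0.19, neither passing the test in BSGX001 (−0.01 ± 0.19, adjusted p = 0.98, and 0.04 ± 0.13, adjusted p = 0.835). Of alternative sugar genes 7 changed lower in XH7 and 9 did not pass (7 adjusted over the list alone, list adjusted p = 5.48e-05, adjusted p = 0.339 with an estimated correlation, median −0.91). Without MAL11 and MAL13, which were at 0 in XH7, the median was −0.55 (adjusted p = 7.97e-04). For the TCA cycle 9 changed lower in XH7 and 8 did not pass (9 adjusted over the list alone, list adjusted p = 1.19e-04, adjusted p = 0.684 with an estimated correlation and 0.0784 by fry), with a median of −0.74, and −0.49 without replicate 2 of the XH7 GX stage. For the hypoxic list 1 changed higher and 8 lower in XH7 and 9 did not pass (1 and 11 adjusted over the list alone, list adjusted p = 0.00151, adjusted p = 0.339 with an estimated correlation, median −0.74). In the phosphate regulon 6 changed lower in XH7 and 8 did not pass (6 adjusted over the list alone, list adjusted p = 0.00312, adjusted p = 0.684 with an estimated correlation and 0.0658 by fry), with a median of −0.79 that was −0.49 without replicate 1 and −1.25 without replicate 2 of the XH7 GX stage.

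Smaller differences went toward XH7 in lists of growth genes. For ribosome biogenesis 16 changed higher and 1 lower in XH7 and 59 did not pass (12 and 1 adjusted over the list alone, list adjusted p = 1.19e-04, adjusted p = 0.761 with an estimated correlation and 0.258 by fry), and its median of 0.40 was 0.23 without replicate 1 of the BSGX001 X stage and 0.2 without replicate 2 of the XH7 GX stage. For translation factors 7 changed higher in XH7 and 13 did not pass (7 adjusted over the list alone, list adjusted p = 4.88e-04, adjusted p = 0.684 with an estimated correlation), with a median of 0.45 that was 0.29 without replicate 1 of the BSGX001 X stage. For RNA polymerases I and III 5 changed higher in XH7 and 14 did not pass (5 adjusted over the list alone, list adjusted p = 0.0347, adjusted p = 0.761 with an estimated correlation and 0.128 by fry), a call lost without replicate 1 of the BSGX001 X stage (median 0.17, adjusted p = 0.115) or replicate 2 of the XH7 X stage (0.22, 0.0571) or GX stage (0.23, 0.199). Of 10 histone genes 6 changed higher and 1 lower in XH7 and 3 did not pass (6 and 1 adjusted over the list alone, list adjusted p = 0.0476, adjusted p = 0.761 with an estimated correlation and 0.0658 by fry, median 0.66). This call was lost without replicate 1 of the BSGX001 X stage (0.52, adjusted p = 0.0902), replicate 2 of the BSGX001 GX stage (0.6, 0.0569), replicate 2 of the XH7 X stage (0.51, 0.124) or replicate 1 of the XH7 GX stage (0.58, 0.101), and under library totals (0.0904) and upper-quartile scaling (0.0579).

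The other lists made no camera call for a difference between the strains with all 8 libraries. For cytosolic ribosomal proteins 5 changed higher and 4 lower in XH7 and 119 did not pass (1 and 0 adjusted over the list alone, list adjusted p = 0.455), with a median difference of −0.02, and for the ribosomal genes the study chose 2 changed lower in XH7 and 9 did not pass (2 adjusted over the list alone, list adjusted p = 0.0838). Of the transcription factors the study chose 1 changed lower in XH7 and 10 did not pass (1 adjusted over the list alone, list adjusted p = 0.537). The gene that differed was ZNF1 (−0.70 ± 0.16, adjusted p = 0.0103, and adjusted p = 0.0566 without replicate 1 of the BSGX001 GX stage). For glycolysis 1 changed higher and 1 lower in XH7 and 14 did not pass (0 and 1 adjusted over the list alone, list adjusted p = 0.826, median 0.11, mean −0.06). HXK1 changed lower (−1.06 ± 0.19). TDH2 changed higher (0.87 ± 0.25), the one difference among the study's 3 glycolysis genes (1 adjusted over the list alone). Its call was lost in 6 of the 8 fits that left out 1 library (adjusted p from 0.066 to 0.128 in these). For the pentose phosphate pathway 2 changed higher and 5 lower in XH7 and 4 did not pass (2 and 5 adjusted over the list alone, list adjusted p = 0.065). In ethanol fermentation 1 changed higher and 1 lower in XH7 and 3 did not pass (1 and 2 adjusted over the list alone, list adjusted p = 0.284), with PDC6 at −2.04 ± 0.26. Of the altered genes 3 changed higher and 1 lower in XH7 and 5 did not pass (3 and 1 adjusted over the list alone, list adjusted p = 0.486), namely GRE3 (−0.79), PHO13 (0.55), RKI1 (0.52) and RPE1 (0.88), none of which held throughout. GRE3 and PHO13 did not pass without replicate 2 of the BSGX001 GX stage, nor RKI1 and RPE1 without replicate 2 of the XH7 X stage. For gluconeogenesis and acetate use 2 changed higher and 4 lower in XH7 and 4 did not pass (2 and 6 adjusted over the list alone, list adjusted p = 0.0996), with ACS1 at −2.08 ± 0.20. For the glyoxylate cycle 1 changed higher and 3 lower in XH7 and 4 did not pass (2 and 3 adjusted over the list alone, list adjusted p = 0.284), with MLS1 at −3.12 ± 0.24 and IDP2 at 2.02 ± 0.26. For the electron transport chain 5 changed higher and 2 lower in XH7 and 16 did not pass (11 and 3 adjusted over the list alone, list adjusted p = 0.0838), and for ATP synthase 2 changed higher in XH7 and 13 did not pass (1 adjusted over the list alone, list adjusted p = 0.187). Gluconeogenesis and pentose phosphate genes were called lower in XH7 under library totals (median −0.4, adjusted p = 0.0281 and −0.23, 0.0429), and by fry (adjusted p = 0.046 and 0.0484), as was the glyoxylate cycle (0.0165). DESeq2 also called the pentose phosphate pathway (0.0168). Without replicate 1 of the BSGX001 X stage cytosolic ribosomal proteins (−0.17, adjusted p = 0.0123), the study's ribosomal genes (−0.52, 0.00389) and the pentose phosphate pathway (−0.53, 0.0356) were called lower. The last 2 were also called lower without replicate 1 of the BSGX001 GX stage (−0.4 and −0.47, adjusted p = 0.0494 each), and the pentose phosphate pathway without replicate 1 of the XH7 GX stage (−0.55, 0.0331). Electron transport was called higher without replicate 2 of the X stage of BSGX001 (0.41, adjusted p = 0.0378) or XH7 (0.42, 0.032), and ATP synthase without replicate 2 of the XH7 GX stage (0.31, 0.0036). For hexose transporters 5 changed higher and 5 lower in XH7 and 6 did not pass (6 and 7 adjusted over the list alone, list adjusted p = 0.853, median −0.08, mean 0.52).

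In the thiamine list 5 changed higher in XH7 and 11 did not pass (5 adjusted over the list alone, list adjusted p = 0.143), with THI80 at 1.02 ± 0.18. For nitrogen catabolite repression 5 changed higher and 5 lower in XH7 and 12 did not pass (5 and 5 adjusted over the list alone, list adjusted p = 0.826, with a median of 0.06, a mean of 0.10 and a test pointing lower), PUT1 being at 1.78 ± 0.31 and MEP2 at −1.72 ± 0.36. Of iron regulon genes 1 changed higher and 1 lower in XH7 and 18 did not pass (1 and 0 adjusted over the list alone, list adjusted p = 0.662), the higher one being FRE4 (2.51 ± 0.43). In the zinc regulon 1 changed higher and 2 lower in XH7 and 6 did not pass (1 and 2 adjusted over the list alone, list adjusted p = 0.379), and in sterol biosynthesis 3 changed higher and 3 lower in XH7 and 17 did not pass (2 and 1 adjusted over the list alone, list adjusted p = 0.692). For G1/S genes 2 changed higher and 4 lower in XH7 and 22 did not pass (2 and 3 adjusted over the list alone, list adjusted p = 0.11), for G2/M genes 5 changed higher and 2 lower in XH7 and 11 did not pass (8 and 2 adjusted over the list alone, list adjusted p = 0.206) and for M/G1 genes 3 changed higher and 6 lower in XH7 and 5 did not pass (3 and 7 adjusted over the list alone, list adjusted p = 0.159). PCL1 differed by −1.53 ± 0.24. Among genes of sporulation and meiosis 1 changed higher and 6 lower in XH7 and 26 did not pass (0 and 6 adjusted over the list alone, list adjusted p = 0.176), with SPS100 at −3.36 ± 0.51. In the haploid and mating type list 2 changed higher and 1 lower in XH7 and 16 did not pass (1 and 1 adjusted over the list alone, list adjusted p = 0.53), and for stationary phase 1 changed higher and 3 lower in XH7 and 10 did not pass (1 and 3 adjusted over the list alone, list adjusted p = 0.132), with SPG1 at −3.39 ± 0.48 and an adjusted p of 0.00472 by fry. Without replicate 1 of the BSGX001 X stage thiamine genes were called higher (median 0.38, adjusted p = 0.0356) and G1/S genes lower (−0.39, 0.0218), and without replicate 2 iron (−0.54, 0.0104) and zinc (−1.21, 0.0119) genes lower. G1/S genes were also lower without replicate 2 of the XH7 X stage (−0.42, adjusted p = 0.0091) or replicate 1 of the XH7 GX stage (−0.35, 0.0379) and with the replicate as a block (0.0348), and M/G1 genes without the latter (−0.74, 0.0117). Without replicate 2 of the XH7 GX stage thiamine (0.45, adjusted p = 0.0211) and G2/M (0.61, 0.00598) genes were called higher.

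**Figure D4:**
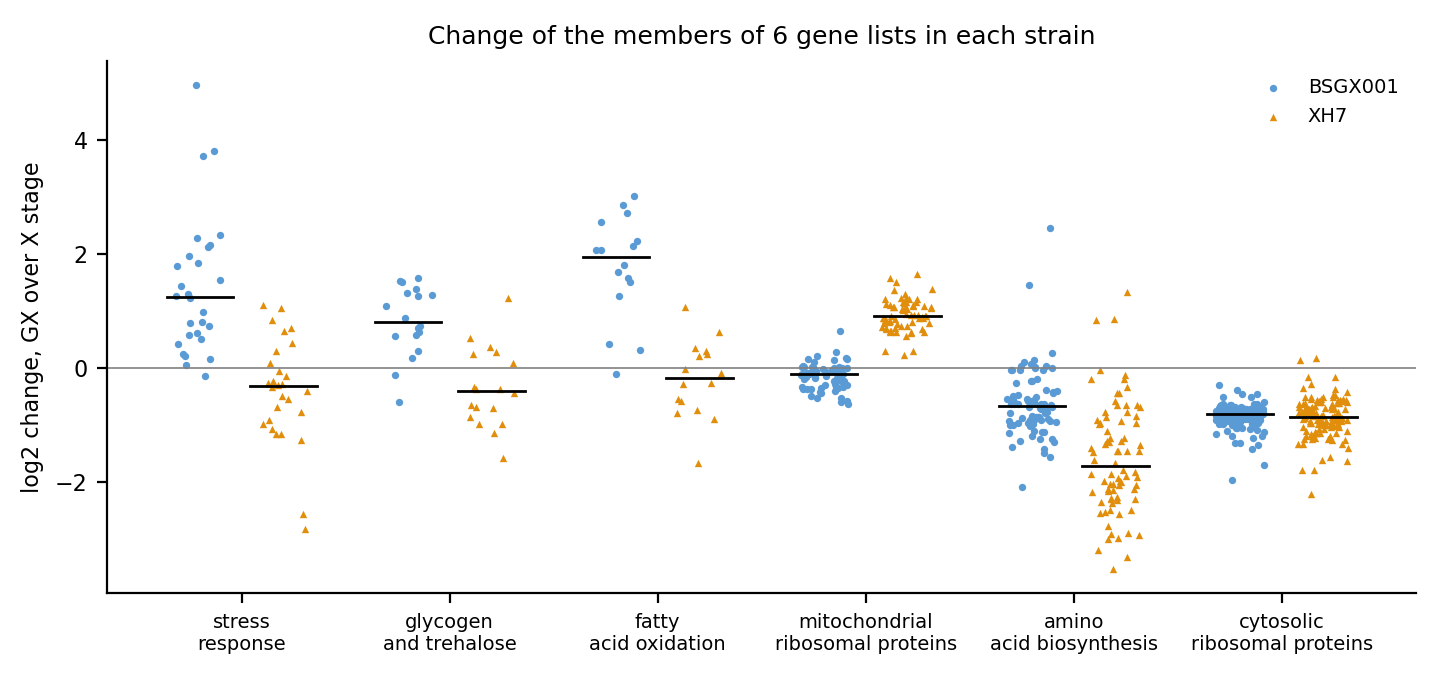
Each point is the log2 change of 1 gene between the GX and X stages (n = 2 samples each), in blue circles for BSGX001 and orange triangles for XH7, for 6 gene lists with a line at the median. Medians of stress response genes were 1.24 and −0.32, those of fatty acid oxidation 1.93 and −0.19 (0.02 in XH7 under library totals), those of mitochondrial ribosomal proteins −0.11 and 0.90, and those of cytosolic ribosomal proteins −0.81 and −0.86.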

Values the study reported

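The study called genes at an absolute log2 ratio of 1 or more with a probability of 0.80 or more, and its methods also name a p value of 0.001 or less. It counted 351 genes up and 90 down in the GX stage of BSGX001 and 500 up and 194 down in XH7, with 92 up and 43 down in both. From the genes changed in both strains it chose 11 transcription factors, 7 of them increased and 4 decreased, and it included NRM1, THI2 and YHP1 at a probability of 0.76 or more. It placed 32.6% of the genes down in both strains in amino acid metabolism. It described lower expression of glycolysis, pentose phosphate and translation genes and higher expression of genes of the TCA and glyoxylate cycles, electron transport, ATP synthesis and alternative sugars in both strains, with hexose transporter genes at similar levels. In its fermentations BSGX001 grew 78.5%, used xylose 30.4% and made ethanol 48.1% more slowly after glucose than on xylose alone. In XH7 growth after glucose was undetectable, and xylose use and ethanol formation were 58.6% and 63.8% slower.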

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

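The tests of library scaling for the stress and storage genes, of library totals against the authors' deposited table, and of RNA mixing were chosen after the result was seen. The results below are differences between the strains in the change from the X to the GX stage, found by testing the difference itself. They number 912 genes with the higher change in XH7, 838 with the lower one, and 11 genes called higher in BSGX001 and lower in XH7. The list medians that differed (XH7 minus BSGX001, log2) were −0.74 for the TCA cycle, −0.91 for alternative sugars (−0.55 without 2 genes at 0 in XH7), 1.13 for mitochondrial ribosomal proteins, 0.4 for ribosome biogenesis, 0.37 for RNA polymerases I and III, 0.45 for translation factors, −0.9 for amino acid biosynthesis, 0.66 for histones, −1.57 for stress response, −1.27 for glycogen and trehalose, −1.82 for fatty acid oxidation, −0.79 for the phosphate regulon and −0.74 for hypoxic genes. The genes were VBA5 (5.93), FBP1 (3.98), PCK1 (3.38), AGP1 (3.24), SOR1 (3.07), SOR2 (3.07), FUI1 (2.78) and YCL021W-A (2.65) on one side, and YPR145C-A (−6.07), IME1 (−5.05), HSP26 (−4.97), HSP30 (−4.89), SIP18 (−4.13), SSA3 (−4.01), NRS1 (−3.8) and NDE2 (−3.78) on the other. No list difference passed with an estimated correlation (camera, smallest adjusted p = 0.339, 2 lists at an unadjusted p under 0.05, and 12 by fry).

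Stress, storage carbohydrate and fatty acid oxidation genes rose in BSGX001 and as lists did not in XH7, with a median difference of −1.53 over 62 genes. Scaling by library totals left it at −1.35 (quartiles −2.01 to −0.82), and leaving out each of the 8 libraries gave −1.74 to −1.35, so neither the scaling nor 1 library accounts for the whole of it. XH7 is diploid and BSGX001 is haploid and lacks COX4, and the sources used here differ on whether the strains share a parent. The effects of ploidy and COX4 were not tested, and each is tied to the strain.

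In XH7 the balance of higher against lower genes followed the scaling. An edgeR fit with library totals gave a share of higher genes 0.327 percentage points from that in the authors' deposited table, which is consistent with scaling by totals there. Without the 10 genes with most counts the median under totals was 0.21 (all genes 0.24). These held at most 8.61% of XH7 counts, too few to test abundant genes. By coding length the medians were 0.37, 0.24 and 0.15 from the shortest to the longest of 3 equal classes, so a trend with length exists but is not the whole cause. Whether RNA per cell changed was not measured, and which scaling is right stays open.

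The X stage libraries of BSGX001 differed from each other more than other duplicates did. Between them 58 genes differed 2-fold or more, against 2, 24 and 29 in the other groups, and in 52 of the 58 replicate 2 lay on the GX stage side of replicate 1. Of the 58, 19% (11 genes) lay in replicate 2 beyond both replicate 1 and the GX stage mean by over 0.5 on the log2 scale, which argues against GX stage RNA mixed into replicate 2 as the only source. Mixing together with ordinary spread between fermentations, or a culture further along in replicate 2, stays open.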

How the results depend on the processing

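Lists without genes at 0 in all libraries of a strain were also chosen after the results were seen. Of 2448 list tests under other settings, 2273 kept their side of the threshold, 108 fell short and 67 newly passed. No call reversed, but some uncalled lists did. Named genes gave 9033 tests with the same outcome, 296 that fell short and 158 that newly passed. Gene calls in the opposite direction numbered 0 under every setting by edgeR, DESeq2 and limma. Where counts moved, the cause was not tested unless the setting itself changes the limit.

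Under upper-quartile scaling 215 genes were lower in BSGX001 and 108 lower in both strains. Under library totals 613 were higher in XH7 and 1617 had the higher change in XH7. The DESeq2 Wald test gave 602 with the higher change. With limma on FPKM and a pseudocount of 1, 594 were higher and 229 lower in XH7 and 1527 had the higher change, and with no filter 612 and 1500. With a pseudocount of 0.1, 635 were higher in XH7, and 1501 and 548 had the higher and lower change. With no fold limit the calls were 1360 and 1465 in BSGX001, 1578 and 1304 in XH7, and 606 and 735 in both. At 1.5-fold they were 835 and 743, 995 and 787, and 299 and 365. At an adjusted p of 0.01 the strains differed in 425 and 407 genes. With an estimated correlation camera called 0 lists in each direction of BSGX001, XH7 and their difference, against 7, 2 and 2 at an unadjusted p under 0.05. By fry 12 lists were higher in XH7 and 2 had the higher change.

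Leaving out 1 library at a time, with the lone sample of its group assumed to vary like the other groups, gave 353 to 499 higher and 73 to 212 lower in BSGX001, and 312 to 389 and 309 to 435 in XH7. In both strains 81 to 118 were higher and 44 to 95 lower, and 8 to 22 were higher in BSGX001 and lower in XH7. The higher change in XH7 held for 486 to 1052 genes and the lower for 489 to 940. Lists called higher and lower numbered 16 to 17 and 11 to 14 in BSGX001, 7 to 9 and 12 to 13 in XH7, and 4 to 7 and 8 to 12 for the difference.

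The replicate numbers may pair samples of the 2 stages. With the replicate as a block, 403 and 114 genes were called in BSGX001, 378 and 352 in XH7, 100 and 69 in both, and 721 and 730 for the difference. Deviations of numbered replicates correlated across genes at −0.0347 in BSGX001 and −0.276 in XH7, so the numbers show no pairing.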

Other observations

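X stage levels of mating genes differed between the strains, outside the comparisons above, and these genes were chosen after their values were seen. The pheromone receptor gene STE2 was at 554 ± 38.8 CPM in BSGX001 and 18.4 ± 0.966 CPM in XH7 (SD, n = 2). The kinase gene FUS3, used in mating, was at 118 ± 18.2 and 1.41 ± 1.02 CPM, and the pheromone protease gene BAR1 at 175 ± 21.7 and 5.41 ± 0.117 CPM. SAG1, the agglutinin gene of the other mating type, was at 40.7 ± 4.28 and 39 ± 2.72 CPM. GRE3 and PHO13 kept reads in both strains. The study's text calls both deleted there, but its strain list has PHO13 replaced only in XH7.

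Of the authors' deposited calls, 337 of 351 higher and 90 of 90 lower genes in BSGX001 were also called here. In XH7 307 of 500 and 193 of 194 were. Genes called lower here numbered 120 in BSGX001, 348 in XH7 and 69 in both, against 90, 194 and 43 at the study's probability limit. Under library totals 234 were lower in XH7 and 53 in both. In XH7 the glyoxylate cycle and alternative sugars made no camera call but were higher by fry (adjusted p = 0.00274 and 0.00871), and the TCA cycle was called by neither. Without replicate 2 of the XH7 GX stage the alternative sugar median was 0.39. Without replicate 1 that of the TCA cycle was −0.3. Hexose transporters, at similar levels in the study, were called higher in both strains (medians 0.78 and 0.53).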
